A study of Mus musculus with 29 samples. Its data were reported in "Gut microbiota-mediated polyphenol metabolism is restrained by parasitic whipworm infection and associated with altered immune function in mice" (2024).

How the data were processed

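Total RNA from intestinal tissue of 29 female C57BL/6 mice was sequenced by BGI with paired-end reads, 1 library per mouse, in 4 groups: control, PAC and Tm with 8 libraries each and PAC_Tm with 5. Groups were taken from the GEO labels. The labels give an age of 8 weeks, PAC at 300 mg/kg every 2nd day over 49 days, and 20 Trichuris muris larvae at each of 3 infections on days 14, 21 and 28. The study's text describes eggs, another schedule and another age, so the stage, timing and age are uncertain, and the text above and below gives those of the labels. For alignment the labels name HISAT and the study's text Bowtie2, and the program that counted reads is not given in the sources used here.

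Each deposited file lists an Entrez gene ID, a length, an expected count and an FPKM value for every gene above 0. The expected counts are fragments per gene as estimated by the authors, not normalised. The FPKM values were computed by the authors from gene length and mapped fragments. Totals ranged from 14568720 to 17044006 expected counts per library, and 87.5% to 88.7% of the values were whole numbers. The files held 18275 genes in any library and 14782 in every library, and 10.3% of gene and library combinations were not listed and were set to 0. Of the gene IDs, 18235 matched the GRCm38.p6 reference, from which coordinates were taken. No pair of the 94 pairs of libraries of the same group was alike beyond counting noise (lowest chi-square per gene 5.18 over 12573 genes with a mean of at least 50 counts).

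Genes were tested with edgeR 4.0.16 in R 4.3.3 on rounded expected counts, using TMM scaling, filterByExpr and the quasi-likelihood F test. Each of the pairwise comparisons used only the libraries of its own groups, and the interaction used all 29. Benjamini-Hochberg adjusted p-values under 0.05 were called, all tests being two-sided. CPM values use the TMM-scaled library sizes, and log2 CPM a prior count of 2. Floors and counting intervals (95%) cover counting error only. DESeq2 1.42.0 and limma 3.58.1 were used as other tools. On simulated data with 200 changed genes per comparison, edgeR recovered 98.5%, 97%, 83.6%, 86.6% and 79.1% of 2-fold changes in infection, PAC in uninfected mice, PAC in infected mice, infection under PAC and the interaction, with 2.01%, 3.9%, 6.51%, 1.21% and 5.59% false calls. DESeq2 gave 12.6%, 9.78%, 22.5%, 8.0% and 10.7% false calls. Whether these rates carry over to the real libraries was not tested.

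The comparisons, tests, naming rule, alternatives and 38 gene lists were fixed before the data were examined. Of the lists, 34 were tested: mast cell, type 2 cytokine and effector, goblet cell and mucus, tuft cell, type 1 and cytotoxic, type I interferon-stimulated, interferon gamma-induced, MHC class I, MHC class II, neutrophil and acute inflammation, B and plasma cell, T cell, regulatory T cell, macrophage and dendritic cell, eosinophil, smooth muscle, enteric neuron and glia, fibroblast and matrix, endothelium, adipocyte, colonocyte, general epithelial, crypt stem cell, proliferation, enteroendocrine, PPAR and fatty acid oxidation, NRF2 antioxidant, xenobiotic, cholesterol synthesis, oxidative phosphorylation, gasdermin C, immediate early, SR protein and nuclear speckle, and circadian clock. A pancreatic acinar list had too few tested genes (at least 3 were needed), and 3 lists were genes that the study named. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which tests whether a list moves on balance in a direction without comparing it with other genes. An exact two-sided permutation test of the mean log2 CPM of each list per library was added after the data had been seen, with adjustment over the 34 lists. The interaction was permuted over all pairs of regroupings within infection status. For correlations across libraries, 100000 permutations were drawn.

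Genes named in the text are, per comparison, the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 CPM in the higher group, or the 10 smallest p-values where fewer than 10 genes were called, without predicted genes. To these were added genes that the study named and up to 4 members with the smallest p of each list described. Mertk, Acsl5, Gm1987, Zfp965, Lrrc74b and Lbh fall outside this rule and were chosen after their values were seen, and so was the choice of lists described with examples in the PAC comparisons. Alternatives were RLE scaling, DESeq2, no filter, a mean of at least 1 CPM, limma on log2 FPKM with a pseudocount of 1 or 0.1 and a mean FPKM of at least 0.5 or no filter, voom with library weights, the smooth muscle or B cell list mean as a covariate, all 4 groups in 1 fit, replicate number as a block, leaving out each library, a 2-fold minimum, and Spearman correlation. Added after seeing the data were the library class (boundary 2800 bp of count-weighted mean gene length) as a term, each class alone, mean gene length as a covariate, DESeq2 with a 2-fold minimum, the fits without control 2 and Tm 8, and, beside 100 unrestricted splits per comparison, 100 splits of the uninfected libraries with 4 of each class per group. Summaries were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Values of some single genes are not reported here. The raw reads and the study's other tissues and assays were not used here.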

Results

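Bulk RNA sequencing was used to measure gene expression in intestinal tissue, described by the study as caecum, of 29 female C57BL/6 mice. Mice were gavaged with water or with proanthocyanidins (PAC), polyphenols from grape extract, at 300 mg/kg every 2nd day over 49 days. They either remained uninfected or received the whipworm Trichuris muris, a nematode of the large intestine, as 20 parasites at each of 3 doses on days 14, 21 and 28. The groups were control (water, uninfected, 8 mice), PAC (uninfected, 8 mice), Tm (water, infected, 8 mice) and PAC_Tm (PAC, infected, 5 mice), with 1 library per mouse. Total expected counts ranged from 15251521 to 15698082 in control, from 14568720 to 15969610 in PAC, from 15889137 to 17044006 in Tm and from 15350541 to 16755024 in PAC_Tm. The files listed between 16214 and 16640 genes per library. The 10 most abundant genes held between 7.51% and 8.35% of the counts in control libraries and between 5.29% and 6.61% in Tm libraries. Libraries also fell into classes by their mean gene length, weighted by counts and averaged on the log scale. Replicates 1 to 4 of control, PAC and Tm and 1 to 3 of PAC_Tm had means of 2818 to 2969 bp, and the remaining libraries had means of 2404 to 2792 bp. Each group held both classes, so differences of list means within the longer and the shorter class are given beside the pooled ones, except for the interaction. Changes are log2 fold changes with their standard errors (±), from 8 mice per group except 5 in PAC_Tm.

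The response to whipworm infection alone was examined by comparing Tm with control. Transcripts of mast cells showed some of the largest rises. Mcpt1, a protease of mucosal mast cells (Entrez gene 17224, chromosome 14: 56017964 to 56020391 of mm10), went from 12.1 ± 5.13 CPM (SD, n = 8) to 2010 ± 2150 CPM (SD, n = 8), a rise of 7.38 ± 0.74 on the log2 scale (adjusted p = 4.3e-07, higher in 8 of 8 infected mice than the control mean). Mcpt2 rose by 7.41 ± 0.74, the chymase gene Cma2 by 10.25 ± 1.17 and the granule carboxypeptidase gene Cpa3 by 6.54 ± 0.76. Fcer1a, the alpha chain of the high-affinity IgE receptor, rose by 8.08 ± 1.06 from 10 counts over the controls (0.00329 of the Tm level, 95% counting interval 0.00158 to 0.00606), Cma1 by 7.13 ± 1.37 and Mcpt9 by 6.89 ± 0.86. Outside this group, Pla2g4c, a phospholipase gene, rose by 7.39 ± 1.06. All 14 tested mast cell genes rose (median 6.37). Of 11 tested type 2 cytokine and effector genes, 9 rose, and all 11 did when adjusted over the list alone. The chemokine gene Ccl8 rose by 5.52 ± 0.45, the interleukin 4 receptor gene Il4ra by 1.22 ± 0.11, the transcription factor gene Gata3 by 1.31 ± 0.19 and the alarmin gene Il33 by 1.36 ± 0.2. Mean log2 CPM per mouse differed by 4.43 for the mast cell list and by 1.89 for the type 2 list (both adjusted exact permutation p = 3.1e-04, 8 of 8 mice). The differences were 5.03 and 1.65 in the longer class and 3.83 and 2.12 in the shorter. Tm 5 carried much of the size of some estimates: without it Cma1 was 5.3, Cma2 9.64, Fcer1a 7.46 and Pla2g4c 6.3. The Mcpt and Cma genes have close paralogs, and how reads were assigned among them was not examined.

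Type 1 and interferon-driven transcripts rose in the same mice. Gzma, a protease of cytotoxic lymphocytes, went from 0.79 ± 0.636 CPM (SD, n = 8) to 145 ± 101 CPM (SD, n = 8), a rise of 7.5 ± 0.55 (adjusted p = 3.0e-08, 8 of 8 mice). Gzmb rose by 6.34 ± 0.53, Tbx21, the transcription factor of type 1 lymphocytes, by 2.98 ± 0.26, and the chemokine receptor gene Cxcr3 by 3.01 ± 0.3. Nos2, the inducible nitric oxide synthase gene, rose by 3.68 ± 0.7. Ifng fell below the expression filter in this comparison. Without the filter its log2 fold change was 5.82 in edgeR (adjusted p = 1.6e-05), from 8 counts over the controls and 561 over Tm, a depth-adjusted ratio of 61.8 (95% counting interval 31.1 to 144). All 17 tested type 1 and cytotoxic genes rose (median 2.86), as did all 25 GTPase and chemokine genes induced by interferon gamma (median 2.9), with Gbp7 at 2.26 ± 0.21, Gbp3 at 2.59 ± 0.27 and Gbp6 at 3.41 ± 0.36. Of 33 genes stimulated by type I interferon, 30 rose (median 1.55), among them Zbp1, a nucleic acid sensor, by 3.0 ± 0.31. All 14 genes of MHC class I presentation rose (median 1.24; B2m by 2.02 ± 0.21 and Nlrc5, their transactivator, by 2.76 ± 0.27), and so did all 10 of class II (median 2.2; Cd74, the invariant chain, by 2.29 ± 0.25). Each of these 5 lists differed per mouse with an adjusted exact permutation p of 3.1e-04, in 8 of 8 mice. Within the longer and shorter classes the differences were 2.62 and 3.53 for cytotoxic, 2.25 and 3.34 for interferon gamma-induced, 1.42 and 1.63 for type I interferon, 1.28 and 1.78 for class I and 2.08 and 2.0 for class II genes.

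Markers of several kinds of leukocytes were higher as well. All 16 T cell genes rose (median 1.94; Icos by 2.35 ± 0.24 and Cd4 by 1.6 ± 0.18), as did all 6 eosinophil genes (median 2.86; the lipoxygenase gene Alox15 by 4.35 ± 0.44 and Prg2, the granule major basic protein gene, by 3.04 ± 0.34). Of 17 macrophage and dendritic cell genes, 15 rose and Mertk fell by 0.67 (median 1.87; Itgax by 2.36 ± 0.14 and Csf1r by 1.87 ± 0.15). B cell and plasma cell genes rose in 14 of 15 (Mzb1 by 2.19 ± 0.25), regulatory T cell genes in 7 of 8 (Tigit by 3.51 ± 0.39 and Ctla4 by 2.55 ± 0.34) and neutrophil and acute inflammation genes in 8 of 12 (Ly6g by 6.37 ± 0.83 and Retnlg by 4.06 ± 0.34). The list means differed by 1.94 for T cells, 2.4 for eosinophils, 1.52 for macrophages and dendritic cells, 1.56 for regulatory T cells and 1.76 for neutrophils (adjusted exact permutation p = 3.1e-04 for each). For B cells the difference was 1.55 (adjusted exact permutation p = 5.6e-04). Control 2 had the lowest B cell list mean, 2.11 log2 CPM, against a control mean of 4.6 ± 1.06 (SD, n = 8). The neutrophil difference was 1.1 in the longer class and 2.43 in the shorter, and the B cell difference 1.92 and 1.17. For T cells these were 1.84 and 2.04, for regulatory T cells 1.36 and 1.76, for macrophages and dendritic cells 1.32 and 1.71, and for eosinophils 2.64 and 2.16.

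Absorptive and metabolic transcripts of the epithelium fell. Trpv6, an epithelial calcium channel (chromosome 6: 41620619 to 41636405), was near absent from infected mice, with 5 expected counts over the 8 Tm libraries against 6566 over the 8 controls, a depth-adjusted ratio of 1490 (95% counting interval 639 to 4590). Slc37a2, a sugar-phosphate transporter gene, dropped from 1430 ± 225 CPM (SD, n = 8) to 108 ± 72.4 CPM (SD, n = 8), a change of −3.73 ± 0.4. Other large falls were those of Cyp4b1 (−5.42 ± 0.49), Cyp2c69 (−5.21 ± 0.37, from 4 counts over Tm; depth-adjusted ratio 46.8, 95% counting interval 18 to 174), Ugt8a (−4.83 ± 0.28), Cyp4f15 (−4.48 ± 0.4), the phosphate transporter gene Slc34a2 (−4.33 ± 0.35), the manganese exporter gene Slc30a10 (−4.18 ± 0.33) and Phospho1 (−3.59 ± 0.44). Of 21 colonocyte genes, 16 fell and 3 rose (median −1.13). Of 26 genes of PPAR signalling and fatty acid oxidation, 25 fell, among them the peroxisomal enzyme gene Ehhadh (−1.44 ± 0.11), and Acsl5 rose by 0.28. Of 18 xenobiotic-handling genes, 15 fell and 2 rose (median −1.56), with the sulfotransferase gene Sult1c2 at −3.89 ± 0.35, the efflux pump gene Abcg2 at −1.43 ± 0.13 and Ugt1a1 at −1.93 ± 0.19. The list means differed by −1.56 for colonocytes, −1.07 for fatty acid oxidation and −1.41 for xenobiotic genes (adjusted exact permutation p = 3.1e-04 for each, 8 of 8 mice). In the longer and shorter classes they differed by −1.36 and −1.76, −0.93 and −1.22, and −1.15 and −1.67. Without Tm 4, Cyp4b1 was at −6.17 and Phospho1 at −4.23.

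Other epithelial, neural and stromal groups moved less. Oxidative phosphorylation genes fell in 22 of 26 (Sdha, a subunit of complex II, by 0.57 ± 0.08) and general epithelial genes in 8 of 12 with 1 rising (Cdhr5 by −1.21 ± 0.09, Epcam by −0.53 ± 0.1). Enteroendocrine genes fell in 6 of 11 (Chga, a granin, by −1.45 ± 0.15) and enteric neuron and glia genes in 11 of 17 (the neuronal RNA-binding protein gene Elavl4 by −1.05 ± 0.19 and Nos1 by −0.92 ± 0.17). Of 18 NRF2 antioxidant genes, 12 fell and 3 rose, with the catalase gene Cat at −1.09 ± 0.09 and Slc7a11, a cystine transporter gene, at 1.42 ± 0.15. Proliferation genes rose in 18 of 19 (the topoisomerase gene Top2a by 1.04 ± 0.09, Mcm3 by 1.01 ± 0.08), fibroblast and matrix genes in 10 of 18 (Col1a2 by 1.09 ± 0.17), endothelial genes in 8 of 14 (Pecam1 by 0.81 ± 0.12) and gasdermin C genes in 4 of 4 (Gsdmc3 by 1.16 ± 0.19). The permutation test called these lists with differences of −0.45, −0.44, −0.61, −0.55, −0.38, 0.76, 0.51, 0.32 and 0.6, in the order named, and adjusted exact permutation p between 3.1e-04 and 0.0071. Differences in the longer and the shorter class were −0.51 and −0.39, −0.5 and −0.38, −0.34 and −0.88, −0.61 and −0.5, −0.32 and −0.44, 0.61 and 0.9, 0.42 and 0.61, 0.31 and 0.33, and 0.66 and 0.54. The call of Gsdmc4 was lost without control 1, control 4, Tm 2 or Tm 3 (adjusted p 0.056, 0.05, 0.051 and 0.056). Serine/arginine-rich (SR) protein and nuclear speckle genes rose in 5 of 20, or 4 adjusted over the list alone, and Ccnl2 fell by 0.24. Their means differed by only 0.06 (adjusted exact permutation p = 0.0071), 0.08 and 0.05 by class.

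The remaining lists did not differ in the permutation test of list means. Smooth muscle genes had 1 of 20 raised (Ldb3 by 0.35 ± 0.11) and 0 adjusted over the list alone, with a list mean of 7.24 ± 0.11 log2 CPM (SD, n = 8) in control and 6.99 ± 0.77 (SD, n = 8) in Tm, a difference of −0.25 (−0.09 in the longer and −0.4 in the shorter class, −0.03 without Tm 8 and −0.42 without Tm 5). Goblet cell and mucus genes split, with 5 of 15 raised and 6 lowered: Itln1, an intelectin gene, rose by 4.79 ± 0.8 while Zg16, a mucus granule gene, fell by 1.12 ± 0.19. Tuft cell genes had 3 of 10 raised (Alox5ap by 2.59 ± 0.18), Il17rb stood at 0.99 ± 0.44 (adjusted p = 0.063, below 0.05 without Tm 6, Tm 7 or Tm 8), and the list difference of 0.45 had an exact permutation p of 0.15, with 0.87 in the longer class and 0.02 in the shorter. Crypt stem cell genes had Cd44 raised (0.77 ± 0.07) and Lgr5 and Znrf3 lowered (−0.39 ± 0.15 and −0.32 ± 0.12), of 10 tested. The last pair was at 0 adjusted over the list alone. Lgr5 did not pass without control 2, control 7, Tm 1, Tm 5, Tm 6, Tm 7 or Tm 8 (adjusted p 0.058 to 0.075), nor Znrf3 without control 2, Tm 5, Tm 6 or Tm 7 (0.053 to 0.069), whereas Rnf43 (−0.22 ± 0.1) passed without control 8 or Tm 8. Myl9 (−0.27 ± 0.25) passed without Tm 5. Immediate early genes had 6 of 16 raised and 1 lowered (Egr2 by 2.18 ± 0.19). Their list difference of 0.46 (exact permutation p = 0.16; 0.05 in the longer and 0.87 in the shorter class) rests on Tm 8, without which it was 0.13 and their median log2 fold change −0.03. Of the others, circadian clock genes had 2 of 16 raised and 6 lowered (Cry2 by −0.82 ± 0.12), cholesterol synthesis genes 1 of 18 raised and 4 lowered and adipocyte genes 2 of 9 lowered, or 1 adjusted over the list alone (Cidec by −0.83 ± 0.18). Of 12 pancreatic acinar genes, kept as markers of stray tissue, only Cela1 was tested, and it fell by 0.79.

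**Figure D1:**
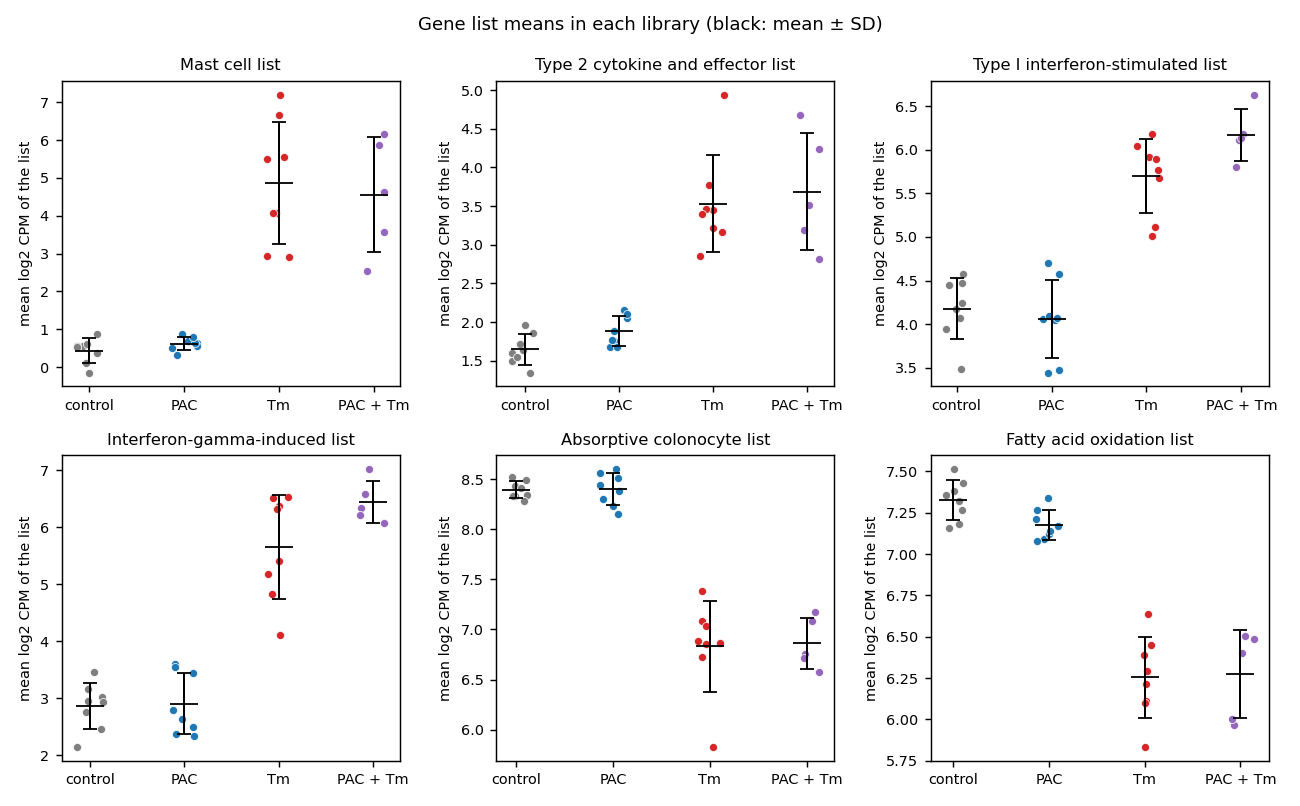
Mean log2 CPM of 6 gene lists per library (points), with the mean and SD of each group (control, PAC and Tm n = 8; PAC_Tm n = 5). The mast cell list mean went from 0.44 in control to 4.86 in Tm and from 0.62 in PAC to 4.56 in PAC_Tm, and the fatty acid oxidation list from 7.33 to 6.25 and from 7.18 to 6.27.

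In the test of all genes, edgeR called 7952 of 14329 genes changed in Tm against control, 4211 up and 3741 down. Of these, 1834 changed at least 2-fold, 1297 up and 537 down. DESeq2 called 8583 genes, 2334 of them at 2-fold or more, and shared 7865 calls with edgeR. The edgeR count was 7078 within the longer class and 5707 within the shorter, 8432 without control 2 and Tm 8, and 4808 with the B cell list mean as a covariate. Among the 34 lists, the competitive test camera called 24, 16 up and 8 down, at its preset correlation. With a correlation estimated from the residuals it called 0 (lowest adjusted p = 0.18), so the directions above rest on the exact permutation of list means, which called 26 of 34. Its p of 1.6e-04 before adjustment is the smallest that 12870 regroupings of 16 libraries can give. Genes that the study chose from these samples (Mcpt1, Gzma and Nos2 of the 3 tested for infection) rose in 3 of 3, which is not independent evidence.

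The effect of infection in PAC-treated mice was examined by comparing PAC_Tm with PAC. Mcpt1 went from 17.3 ± 2.79 CPM (SD, n = 8) to 1750 ± 1610 CPM (SD, n = 5), a rise of 6.66 ± 0.55 (adjusted p = 1.6e-07, 5 of 5 mice). Gzma rose by 8.08 ± 0.29, Gzmb by 6.69 ± 0.24, Cma2 by 8.74 ± 0.8, Mcpt2 by 6.76 ± 0.54, Ly6g by 8.09 ± 0.6, Fcer1a by 6.51 ± 0.74, Pla2g4c by 6.47 ± 0.83, Mcpt9 by 6.42 ± 0.62 and the coagulation factor gene F10 by 6.07 ± 0.45. Ifng passed the filter here, with 7 counts over PAC and 338 over PAC_Tm, a depth-adjusted ratio of 69.3 (95% counting interval 33.3 to 174; without PAC 5, which left 3 counts over PAC, 142 with 48.2 to 692), F10 had 10 counts over PAC, which was 0.0135 of its PAC_Tm level (0.00645 to 0.0251), and Nos2 rose by 3.51 ± 0.29. Trpv6 had 1 expected count over the 5 PAC_Tm libraries against 12101 in PAC, a depth-adjusted ratio of 8430 (95% counting interval 1510 to 333000). Cyp4b1 fell by 5.65 ± 0.33, Sult1c2 by 4.64 ± 0.25, Ugt8a by 4.59 ± 0.35, Slc30a10 by 4.41 ± 0.41, Slc34a2 by 4.38 ± 0.41, Phospho1 by 4.26 ± 0.39 and Cps1, the carbamoyl-phosphate synthase gene of the urea cycle, by 4.02 ± 0.3. Cyp4f15, with 7 counts over PAC_Tm, and Cyp2c69, with 4, were lower by depth-adjusted ratios of 35.6 (95% counting interval 17.1 to 89.3) and 27.9 (10.7 to 104). Several estimates leaned on a library each. Without PAC 3, Pla2g4c was 7.47 and Ang4 moved from 3.58 to 4.44; without PAC_Tm 5, Cma2 was 8.14 and Ccl24 moved from 5.67 to 5.0. Without PAC_Tm 1, Chil3 moved from 4.84 to 4.11, and Trpv6 was left at 0 counts in PAC_Tm, at least 2230-fold lower than in PAC with a floor of 3 counts over the group. Without PAC_Tm 3, Ugt8a was −5.27, and Cyp2c69 was left at 0 counts, at least 30.1-fold lower with the same floor, and without PAC 7, Ly6g was 8.72.

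By group, all 13 mast cell genes, 19 cytotoxic genes, 33 type I interferon genes, 26 interferon gamma-induced genes, 14 MHC class I genes, 16 T cell genes and 6 eosinophil genes that were tested rose under PAC. MHC class II genes rose in 9 of 10 and in 10 adjusted over the list alone. Type 2 genes rose in 10 of 12 (Ccl8 by 5.65 ± 0.35), and macrophage and dendritic cell genes in 15 of 17 with 1 falling (the complement gene C1qb rose by 2.82 ± 0.17). Regulatory T cell genes rose in 8 of 9 (Il10 by 2.49 ± 0.41) and B cell genes in 12 of 15 (13 adjusted over the list alone). Neutrophil genes rose in 8 of 13 (9 adjusted over the list alone) and proliferation genes in 17 of 19. Fatty acid oxidation genes fell in 22 of 26 with 1 rising (23 fell adjusted over the list alone; Fabp2 by 1.62 ± 0.16). Colonocyte genes fell in 16 of 21 with 2 rising, and xenobiotic genes in 15 of 18 with 1 rising. Enteric neuron and glia genes fell in 12 of 17 (13 adjusted over the list alone), and enteroendocrine genes in 8 of 11 with 1 rising (Chga fell by 1.27 ± 0.17). Oxidative phosphorylation genes fell in 20 of 26 (22 adjusted over the list alone). General epithelial genes fell in 6 of 12 with 1 rising (list difference −0.27, adjusted exact permutation p = 0.017, 5 of 5 mice; −0.29 and −0.2 by class), and smooth muscle genes in 3 of 20, or 0 adjusted over the list alone (−0.37, exact permutation p = 0.06, 4 of 5 mice; −0.37 and −0.39 by class, −0.16 without PAC_Tm 4 and −0.53 without PAC_Tm 5). The list means differed by 3.93 for mast cells, 3.41 for cytotoxic, 3.54 for interferon gamma-induced, 2.12 for type I interferon, −1.54 for colonocyte and −0.9 for fatty acid oxidation genes (adjusted exact permutation p = 0.0016 for each, 5 of 5 mice). In the longer and shorter classes, in that order of lists, these were 3.46 and 4.68, 3.46 and 3.42, 3.6 and 3.52, 2.11 and 2.13, −1.43 and −1.72, and −0.85 and −0.97. Tuft cell genes rose in 4 of 11 (Alox5ap by 2.22 ± 0.23), with a list difference of 0.47 (adjusted exact permutation p = 0.021; 0.4 and 0.55 by class, 0.32 without PAC_Tm 5 and 0.6 without PAC_Tm 4). The tuft cell median of 0.26 was 0.03 without PAC_Tm 5 and 0.41 without PAC_Tm 4. Camera did not call this list, with an adjusted p of 0.13 at the preset and 0.64 at an estimated correlation. The permutation test called 25 of 34 lists, and 7.8e-04 is the smallest p that 1287 regroupings can give.

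Across all genes edgeR called 6867 of 14472, 3508 up and 3359 down, and 1760 at 2-fold or more. DESeq2 called 7321 and shared 6822 of these calls. The edgeR count was 5839 in the longer class and 3079 in the shorter, which holds only 2 PAC_Tm libraries, and 3315 with the B cell list mean as a covariate. Preset camera called 22 lists, 15 up and 7 down, and 7 with an estimated correlation: cytotoxic (adjusted p = 0.015) and interferon gamma-induced, MHC class I, macrophage and dendritic cell, eosinophil, colonocyte and xenobiotic genes (adjusted p = 0.043 for each). For mast cell genes that p was 0.18, for type I interferon genes 0.069 and for fatty acid oxidation genes 0.096.

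The 2 infection effects, which share no library, were alike across genes. Of 14289 genes tested in both, the log2 fold changes had a Pearson r of 0.956, and 3135 genes rose and 2825 fell in both, with 0 called in opposite directions. Chance would give 1015 and 867. Genes are not independent replicates, and the jackknife standard error of r over libraries was 0.021.

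**Figure D2:**
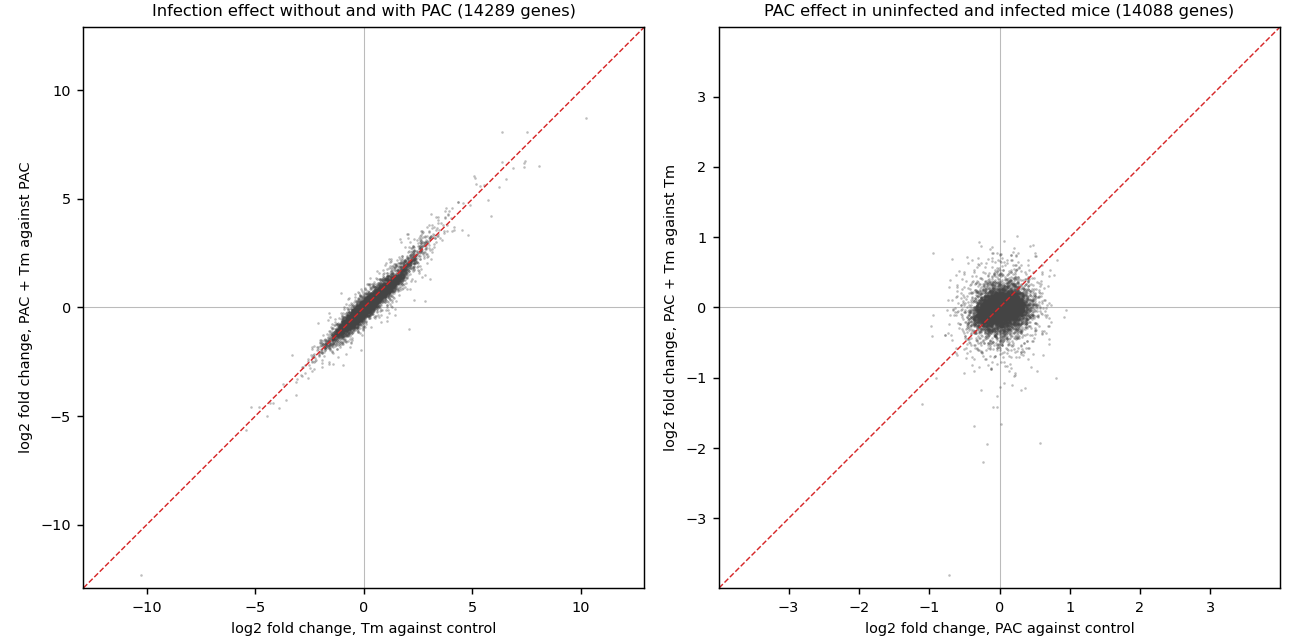
Log2 fold changes per gene: infection without PAC against infection with PAC (14289 genes, r = 0.956), and PAC without infection against PAC with infection (14088 genes, r = 0.147). The red dashed line marks equal effects, which the infection effects follow. In edgeR no gene was called for PAC without infection, for PAC with infection or in the interaction (260, 1 and 2 in DESeq2). The scatter of the PAC effects alone does not show that they differ.

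The baseline effect of PAC was examined by comparing PAC with control in uninfected mice. No gene passed the correction in edgeR, and the values nearest to it were modest. Bves, a membrane protein of muscle and epithelial junctions (chromosome 10: 45335735 to 45372484), was at 5.13 ± 0.512 CPM (SD, n = 8) in control and 7.94 ± 1.16 CPM (SD, n = 8) in PAC, with no overlap between groups, a log2 difference of 0.62 ± 0.1 (adjusted p = 0.053, 8 of 8 mice). Other genes named by the study were Csrp1, a LIM protein gene of smooth muscle (0.4 ± 0.07), Cd34, a marker of endothelial and progenitor cells (0.32 ± 0.07), Nfe2l2, which encodes the antioxidant regulator NRF2 (−0.26 ± 0.06), and the epithelial gasdermin gene Gsdmc2 (−0.36 ± 0.08), each at an adjusted p of 0.084 with 8 of 8 mice on the side given. These 5 were chosen by the study on these samples, and their count adjusted over the list alone (3 up and 2 down) is not independent evidence. Hmgn5 (−0.45 ± 0.08), Dqx1 (−0.28 ± 0.05), Stap2 (−0.31 ± 0.06), Arhgap18 (−0.33 ± 0.06), the collagen chaperone gene Serpinh1 (0.39 ± 0.08), Ttc6 (−0.62 ± 0.12), Fbp2 (−0.32 ± 0.06) and Sh2d4a (−0.29 ± 0.06) completed the 10 smallest unadjusted p-values, also at an adjusted p of 0.084.

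By list, 19 of 20 smooth muscle genes had positive values (median 0.15) and 5 passed adjusted over the list alone, among them the contractile genes Cnn1 (0.37 ± 0.1), Tagln (0.24 ± 0.07), Actg2 (0.39 ± 0.12) and Des (0.28 ± 0.09). In endothelium, 13 of 14 were positive (median 0.21) and 2 passed adjusted over the list alone, the vascular genes Tie1 (0.36 ± 0.1) and Sox18 (0.55 ± 0.16). Of 26 fatty acid oxidation genes, 24 were negative (median −0.16) and 7 passed adjusted over the list alone, with Acadm at −0.24 ± 0.05, Etfdh at −0.3 ± 0.07, Cpt1a at −0.26 ± 0.06 and Hadha at −0.25 ± 0.07. Of 20 SR protein and nuclear speckle genes, 17 were negative (median −0.2) and 6 passed adjusted over the list alone, with Ccnl2 at −0.35 ± 0.09 and Luc7l3 at −0.35 ± 0.1. Gasdermin C genes had a median of −0.2, and 2 of 4 passed adjusted over the list alone. NRF2 antioxidant genes had 2 of 18 negative past it in the same adjustment, colonocyte genes 1 up and 2 down of 21, fibroblast and matrix genes 1 up (Lum, 0.51 ± 0.1), and general epithelial, proliferation, enteroendocrine and pancreatic acinar genes 1 down each. The exact permutation test of list means gave smooth muscle 0.17 (p = 0.012), endothelium 0.22 (p = 0.034), fatty acid oxidation −0.15 (p = 0.016), SR proteins −0.19 (p = 0.0075), gasdermin C −0.19 (p = 0.043) and type 2 genes 0.24 (p = 0.031), all two-sided and unadjusted. None of 34 lists passed once adjusted (lowest adjusted exact permutation p = 0.18). Of 100 splits, the real one included, 1 gave a median as far from 0 for SR proteins and 2 each for fatty acid oxidation and gasdermin C. For smooth muscle it was 6, for endothelium 7 and for type 2 genes 14, without adjustment over the lists. By class, longer and shorter, the differences were 0.17 and 0.17 for smooth muscle, 0.21 and 0.23 for endothelium, −0.1 and −0.2 for fatty acid oxidation, −0.1 and −0.29 for SR proteins, −0.23 and −0.14 for gasdermin C and 0.22 and 0.26 for type 2 genes.

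The edgeR count was 0 of 14213, with 2250 genes at an unadjusted p under 0.05 (1097 up and 1153 down) against 711 expected by chance. DESeq2 called 260, 114 up and 146 down, of which 0 reached 2-fold, and its adjusted p was 1.1e-04 for Bves, 5.4e-04 for Csrp1, 0.0063 for Cd34 and 0.003 for both Nfe2l2 and Gsdmc2. In edgeR, Bves passed when control 1, PAC 3, PAC 6 or PAC 8 was left out (adjusted p 0.025 to 0.043), Hmgn5 without PAC 3 or PAC 8 (0.041 and 0.015), and Lbh, chosen after its value was seen, without PAC 4 (0.013). Preset camera called 10 lists: smooth muscle (adjusted p = 4.5e-06), endothelium (2.7e-04), fatty acid oxidation (2.4e-08), SR proteins (1.1e-07), gasdermin C (0.016), goblet (0.026), fibroblast (0.026), general epithelial (0.032), proliferation (0.032) and enteroendocrine (0.032). With an estimated correlation it called 0, with adjusted p between 0.62 and 0.95 for those 10, and fry called 0. With the library class as a term, an alternative added after seeing the data, edgeR called 47 genes (10 up and 37 down), and 0 within either class. In simulated data with 200 changed genes, edgeR recovered 97% of 2-fold and 77.6% of 1.5-fold changes at this group size, and DESeq2 had 9.78% false calls against 3.9% in edgeR. In those data preset camera called 0 of 34 lists beside a planted one, against up to 25 in splits of the real libraries. The simulated rates may therefore not carry over to the real libraries.

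**Figure D3:**
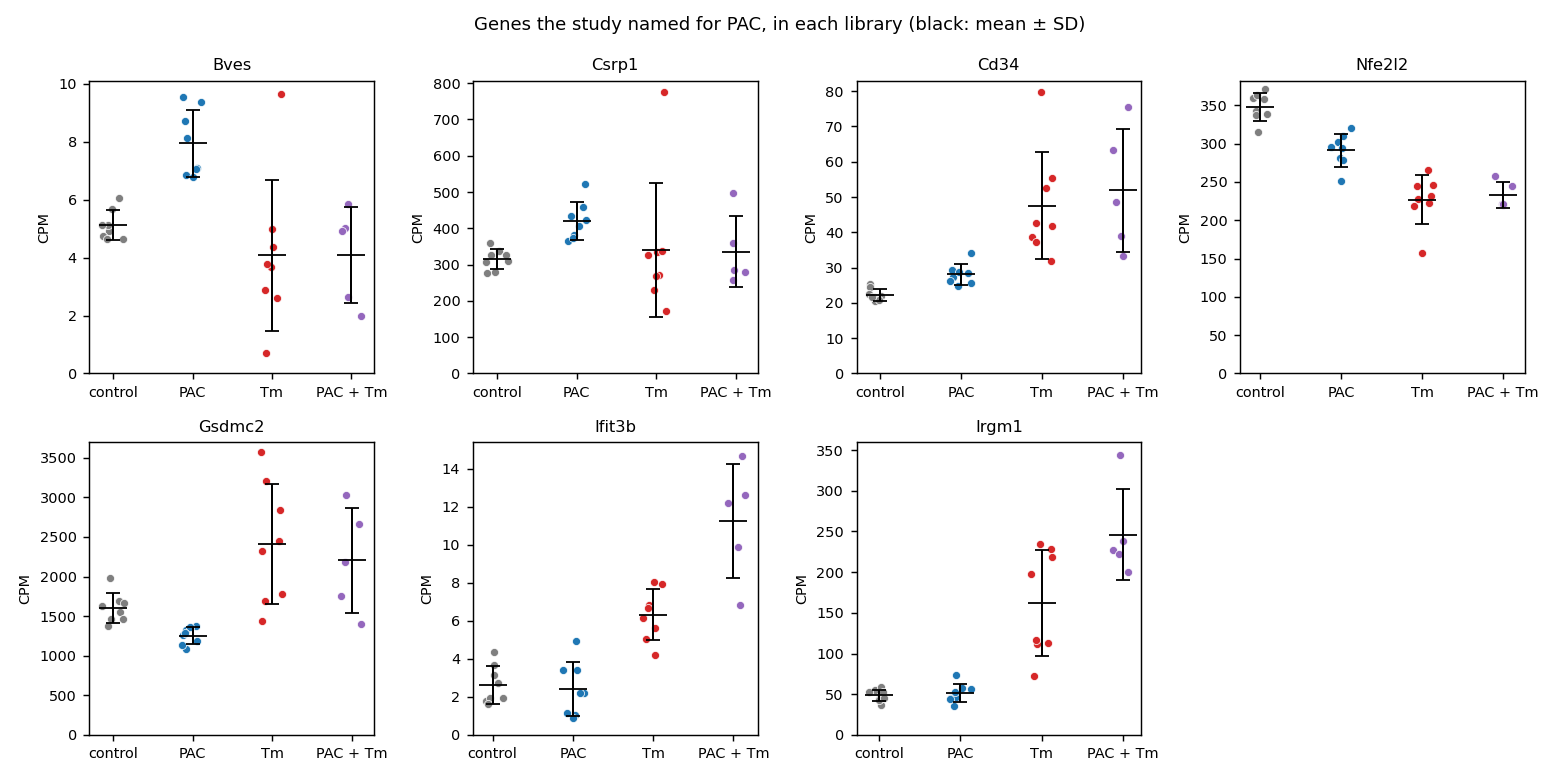
CPM per library (points) of 7 genes named by the study, with the mean and SD per group (n = 8, 8, 8 and 5). Bves averages 5.13 in control and 7.94 in PAC, whose points do not overlap, and Ifit3b averages 6.32 in Tm and 11.2 in PAC_Tm.

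Whether PAC altered the response to infection was examined by comparing PAC_Tm with Tm. Genes of the interferon and MHC class I lists lay almost without exception on the higher side under PAC, though none passed the correction. Ifng itself did not, at 4.24 ± 4.67 CPM (SD, n = 8) in Tm and 4.11 ± 2.27 CPM (SD, n = 5) in PAC_Tm. Nos2 was at 12.5 ± 13.5 and 11.9 ± 6.2 CPM (SD). MHC class II genes were positive in 6 of 10, with list differences of 0.26 in the longer class and −0.01 in the shorter. Ifit3b, an interferon-induced gene (chromosome 19: 34607530 to 34613403), was at 6.32 ± 1.34 CPM (SD, n = 8) in Tm and 11.2 ± 3.01 CPM (SD, n = 5) in PAC_Tm, a log2 difference of 0.83 ± 0.18 (adjusted p = 1, 5 of 5 mice). Irgm1, an interferon-induced GTPase gene, was at 162 ± 64.8 and 246 ± 56.6 CPM (SD), a difference of 0.6 ± 0.25 (adjusted p = 1). Both were chosen by the study on these samples, so their count adjusted over the list alone (2 of 2) is not independent evidence, and how reads were assigned between Ifit3b and its close paralog Ifit3 was not examined. All 33 type I interferon genes were positive (median 0.36), 1 of which (Ifit3b) passed adjusted over the list alone, as were 25 of 26 interferon gamma-induced genes (median 0.63) and 14 of 14 MHC class I genes (median 0.27). The per-mouse list means were higher by 0.47 for type I interferon (exact permutation p = 0.059, 5 of 5 mice; 0.55 in the longer and 0.41 in the shorter class), 0.79 for interferon gamma-induced (exact permutation p = 0.11; 1.2 and 0.41) and 0.35 for MHC class I genes (exact permutation p = 0.18; 0.56 and 0.17; 0.23 without Tm 4). The next genes by unadjusted p were Sec61a2 (−0.29 ± 0.07), Mrgbp (−0.29 ± 0.08), Ccdc18 (−0.43 ± 0.12), Vwa5a (0.27 ± 0.07), Kcnab3 (−0.91 ± 0.26), Gpatch11 (−0.24 ± 0.07), the splicing factor gene Srsf11 (−0.23 ± 0.07), Parp10 (0.27 ± 0.08) and Doc2g (−0.49 ± 0.15), all at an adjusted p of 1.

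Of 20 SR protein and nuclear speckle genes, 0 had a positive value (median −0.18) and 0 passed the correction. Adjusted over the list alone, 3 passed: Srsf11, Srsf5 (−0.25 ± 0.08) and Arglu1 (−0.17 ± 0.05). The mean of the SR protein list differed by −0.16 (exact permutation p = 0.0039, adjusted 0.13; −0.12 and −0.24 by class). A median as far from 0 came from 1 of 100 splits, the real one, without adjustment over the lists. Mast cell genes had a median of −0.47 and a list difference of −0.31 (exact permutation p = 0.74), which was −1.45 in the longer class and 1.11 in the shorter, 0.19 without PAC_Tm 3 and −0.71 without PAC_Tm 5. Immediate early genes had a median of −0.79 with a difference of −0.32 (exact permutation p = 0.71; 0.05 and −0.69 by class). Both rest on Tm 8, without which they were −0.05 and 0.0. Their members with values farthest from 0 were Fosb (−3.8), Egr1 (−2.2) and Fos (−1.94), none of them called. The value of Fosb turned positive with voom and in the longer class. Tm 8 had the highest immediate early list mean, 7.92 log2 CPM.

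The edgeR count was 0 of 14564, with 206 genes at an unadjusted p under 0.05 (79 up and 127 down) against 728 expected. DESeq2 called 1, Gm1987, a predicted gene with 3586 counts in 6 Tm libraries and 1 in PAC_Tm (depth-adjusted ratio 2180, 95% counting interval 392 to 86300) whose adjusted p in edgeR was 1. That interval covers counting error only, and how reads were assigned to Gm1987 was not examined, so a loss under PAC is not shown. Preset camera called 14 lists, 9 up and 5 down: type I interferon (adjusted p = 3.5e-40), interferon gamma-induced (1.2e-33), SR proteins (3.9e-17), MHC class I (8.3e-12), cytotoxic (1.5e-06), endothelium (9.8e-06), immediate early (0.0012), adipocyte (0.0021), macrophage and dendritic (0.031), enteroendocrine (0.031), general epithelial (0.036), B cell (0.038), enteric neuron and glia (0.038) and cholesterol synthesis (0.041). With an estimated correlation it called 0: the adjusted p was 0.097 for type I interferon, 0.12 for interferon gamma-induced, 0.059 for SR proteins and between 0.44 and 0.84 for the others. Neither fry (0 of 34) nor the exact permutation of list means (0 of 34 adjusted, 1 unadjusted) called any. The immediate early list was not called within the longer class (median 0.02) or without Tm 8 (adjusted p = 0.97), nor the adipocyte and endothelial lists without PAC_Tm 5 (0.59 and 0.17).

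Whether the effect of PAC depended on infection was tested as the interaction term. No gene differed in edgeR (0 of 14819, 438 at an unadjusted p under 0.05 against 741 expected, lowest adjusted p = 0.67). The smallest p-value was that of Xdh, which encodes xanthine dehydrogenase. Its means were 94.7 ± 11.5, 73.9 ± 8.84, 173 ± 41.7 and 246 ± 39.3 CPM (SD) in control, PAC, Tm and PAC_Tm, an interaction of 0.86 ± 0.18. The other 9 of the 10 genes with the smallest p were Cdkal1 (0.33 ± 0.09), Fbxo27 (−1.16), the metallothionein gene Mt2 (1.72), Klb (1.51), Bri3bp (−0.31), Zkscan14 (0.46), Fam13a (0.53), Slc25a44 (0.27) and Sh3d21 (0.52). DESeq2 called Xdh (0.87, adjusted p = 0.034) and Zfp965, a zinc finger gene with 528 counts in 12 libraries, none of them in PAC_Tm, for which no fold is given; Zfp965 was chosen after its value was seen. All 33 type I interferon genes had a positive interaction (median 0.49), as had 25 of 26 interferon gamma-induced genes (median 0.5). The list means gave 0.59 (exact permutation p = 0.063) and 0.75 (exact permutation p = 0.16). Preset camera called 11 lists, 6 up and 5 down, but the adjusted p with an estimated correlation was at least 0.68, and the exact permutation called 0 of 34 (lowest adjusted p = 0.97). Across 14088 genes the effects of PAC in uninfected and infected mice correlated at a Pearson r of 0.147, with a jackknife standard error of 0.203. Without PAC_Tm 5, PAC 7, Tm 8, Tm 2 or Tm 5 it was 0.039, 0.093, 0.095, 0.096 and 0.27.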

Values the study reported

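The study reported that infection with T. muris alone altered more than 2000 genes in caecum tissue, at an adjusted p under 0.05 and a fold change of at least 2. It reported that no gene differed between infected mice with and without PAC once p-values were corrected for multiple testing. Ifit3b and Irgm1 were among the genes it described as raised by PAC in infected mice at unadjusted p-values below 0.005. The study did not rest on those p-values alone. It also reported interferon-related pathways raised in gene-set enrichment at q below 0.05. By qPCR it reported significantly higher Ifit3b and Irgm1 in infected mice given PAC. The qPCR values were not examined here.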

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

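The splits that count genes or lists, the splits with balanced library classes, the count of small p-values in uninfected mice and its tests, and the tests of library class and T cells for the interferon lists were chosen after the results were seen, and the T cell criterion after its value was seen. The other tests were set before the result they measure.

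Of 192 groups of values examined, 23 held a library far from the rest of its group, where chance gives about 10. In list means (log2 CPM), control 2 was the lowest of its group for MHC class I (5.84), MHC class II (3.98), B cell (2.11), T cell (1.33) and adipocyte genes (0.23), and the highest for gasdermin C (8.21) and immediate early genes (5.83). Tm 5 was the highest for type 2 (4.94) and fibroblast genes (7.43) and the lowest for colonocyte genes (5.83). Tm 8 was the lowest for B cell genes (5.18) and mean gene length (2404 bp) and the highest for oxidative phosphorylation (8.06) and immediate early genes (7.92). PAC 3 was the highest for goblet genes (8.11) and Tm 4 the lowest for regulatory T cell genes (2.28). In CPM, Gzma in control 4 (2.25), Ifng in PAC 5 (0.277), Tm 8 (14.3) and PAC_Tm 4 (8.02), Csrp1 in Tm 5 (775) and Irgm1 in PAC_Tm 4 (344) were the highest of their groups, and Nfe2l2 in Tm 5 (157) the lowest.

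Preset camera also called 11 lists for a different PAC effect in infected and uninfected mice, with median interactions of −0.72 for mast cell, 0.49 for type I interferon, 0.5 for interferon gamma-induced, 0.23 for MHC class I, −0.4 for B cell, −0.19 for enteric neuron and glia, −0.24 for fibroblast, 0.68 for adipocyte, 0.16 for general epithelial, 0.16 for fatty acid oxidation and −0.87 for immediate early genes. The last rests on Tm 8, without which it was −0.01 (and the list mean interaction −0.03 in place of −0.36). On leaving out each library in turn, the values nearest to 0 were −0.21, −0.01 and −0.05 for mast cell, enteric neuron and glia and fibroblast genes (without Tm 5), 0.1 for adipocyte genes (without PAC_Tm 5) and −0.2 for B cell genes (without PAC 3), none of them called. With an estimated correlation the adjusted p was at least 0.68, and in the exact permutation test at least 0.97.

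For gene counts, 1 of 100 splits of the samples (the real one) called as many genes for infection (7952, highest other 5100) and for infection under PAC (6867, highest other 2049), so chance is excluded for both. For PAC in uninfected mice, PAC in infected mice and the interaction the real count was 0, and since no count can be lower, all 100 splits were as large (highest other 190, 718 and 1331) and decide nothing. In uninfected mice 4 of the other splits called any gene, of which those with 22 and 190 genes set 7 of 8 libraries of a length class against 7 of 8 of the other, while those with 1 and 147 divided the classes 2 to 6 and 5 to 3, the latter near balance. With class as a term, the 47 genes called for PAC in uninfected mice were matched by 1 of 100 splits with balanced classes, the real one (highest other 1). That argues against chance for that count but does not exclude it. The class term and its boundary were chosen after the data were seen, and 1 of 100 is the lowest share possible. For the number of lists called by preset camera, chance is not excluded: 17 of 100 splits were as large for infection (24, highest other 27), 76 for PAC in uninfected mice (10, highest other 25), 75 for PAC in infected mice (14, highest other 26), 36 for infection under PAC (22, highest other 28) and 86 for the interaction (11, highest other 24). The correlation of the infection effects (0.956) was matched by 1 split, the real one (highest other 0.819), and that of the PAC effects (0.147) by 43 (farthest other −0.431).

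A pattern weighed here is the higher interferon-induced transcripts of infected mice under PAC. Chance is not excluded: 11 of 100 splits gave a median as far from 0 as 0.36 for type I interferon genes (farthest other −0.58) and 12 one as far as 0.63 for interferon gamma-induced genes (farthest other −1.23), and the exact permutation p over 1287 regroupings was 0.059 for a difference of 0.47 and 0.11 for 0.79. Library class as the whole cause is argued against, since a class term removed −0.02 (jackknife SE 0.07) and −0.07 (jackknife SE 0.24) of these differences, with classes nearly balanced between the groups, and both were above 0 within either class. The T cell list differed by 0.1 ± 0.17 (SE; 0.0 to 0.17 on leaving out each library), too imprecise to exclude a larger share of T cells. PAC intake may contribute, but these 13 libraries cannot tell it from differences between mice.

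Another is the number of small unadjusted p-values for PAC in uninfected mice, 2250 against 711 expected. The fit with class as a term gave 2845 such genes. It cannot test library class as a source, since control and PAC each hold 4 libraries of either class. With the smooth muscle list as a covariate there were 1171, so the share of muscle wall in the tissue pieces could account for part of the number and stays open. Chance was not excluded by unrestricted splits, 5 of 100 of which gave as many (highest other 3660), the highest with the classes at 5 to 3, while among splits with the classes balanced, as in the real groups, 2 of 100 gave as many (highest other 2669), and 2 of 100 with class as a term (highest other 3148), which argues against chance among balanced splits alone. An effect of PAC itself remains possible and cannot be separated from muscle content by these tests.

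The last is the inverse relation of mast cell and interferon gamma-induced list means across the 13 infected libraries, with a Pearson r of −0.62 (permutation p = 0.023, adjusted 0.045 over 6 relations) and a Spearman rho of −0.64 (permutation p = 0.022, adjusted 0.04). It was −0.66 with the groups centred (permutation p = 0.022), −0.66 within the longer class (n = 7) and −0.7 within the shorter (n = 6), and −0.55 without Tm 5 and PAC_Tm 3. Library class is argued against by the class-centred r of −0.67 (jackknife SE 0.24). With smooth muscle regressed out r was −0.38 (jackknife SE 0.23), so varying muscle content stays open. The hypothesis that mice with more mast cell transcripts have fewer interferon-induced transcripts met its prediction, r under 0 with a permutation p under 0.05, but remains a hypothesis, since it was raised and tested on these data. Mice may also differ in the stage of infection, which was not tested.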

How the results depend on the processing

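The added settings named as such in the methods, and the library-class fits among them, were chosen after results were seen. Of the values of single genes, 9288 kept direction and side of the threshold, 100 gained and 59 lost the call and 19 reversed, none of which was called; of the results that answer a comparison, 408 stayed on their side, 41 moved and 4 lost the call.

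For infection, edgeR counts left 1.5-fold of 7952 at 4808 with the B cell covariate, at 1834 with a 2-fold minimum and at 2334 for DESeq2 with a 2-fold minimum; the smaller sets follow from the fold minimum, and otherwise the cause was not tested. Infection under PAC gave 3315 with the B cell covariate, 3079 in the shorter class only (fewer libraries), 1760 at 2-fold and 2103 for DESeq2 at 2-fold. The B cell list mean was itself higher with infection, by 1.55 without PAC and by 1.11 under PAC. The fits with that covariate therefore cannot tell B cell content from infection. For PAC in uninfected mice (0) the counts were 1 with RLE, at least 1 CPM and limma at either pseudocount, 2 with no filter, limma without filter, voom and the B cell covariate, which were Bves, joined by Hmgn5 or, in limma without filter, by Lrrc74b (chosen after its value was seen), and 260 with DESeq2, 47 with class as a term and 225 with mean gene length as a covariate. For PAC in infected mice (0) it was 1 with DESeq2, with or without the fold minimum, and 1 with the replicate block; for the interaction (0) it was 2 with DESeq2 and 1 at 2-fold. Limma on FPKM gave 5350 up and 2846 down for infection, an up share over 10 points higher than edgeR.

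With an estimated correlation, camera called 0 lists for infection, both PAC comparisons and the interaction, and 7 for infection under PAC; fry called 28, 0, 0, 26 and 0 in infection, PAC in uninfected mice, PAC in infected mice, infection under PAC and the interaction. Lists for PAC in uninfected mice were 3 with all 4 groups in 1 fit and 16 with the replicate block, which put the interferon medians for PAC in infected mice at 0.67 and 1.23. In that fit Tm 6, 7 and 8 have no PAC_Tm library of the same number. Their interferon gamma-induced list means were 6.52, 6.51 and 6.32 log2 CPM, against group means of 5.65 in Tm and 6.44 in PAC_Tm. The block assumes that replicate numbers pair the mice, which the median correlations of 0.01, 0.18, 0.12 and 0.04 between libraries of the same number do not show, so its values are not used elsewhere. The interferon lists (medians 0.36 and 0.63) were not called with an estimated correlation (adjusted p 0.097 and 0.12) or fry (0.68 and 0.76), which leave the medians as they are; these were 0.49 and 0.94 in the longer class and 0.37 and 0.35 in the shorter. The correlation of infection effects was 0.928 by Spearman, 0.921 in the longer class and 0.928 in the shorter, and of PAC effects 0.049 and 0.103 by class.

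Leaving out each library gave 7605 to 8724 genes for infection, 0 to 2 for PAC in uninfected mice (1 without control 1, PAC 4 or PAC 6, 2 without PAC 3 or PAC 8), 0 for PAC in infected mice, 6127 to 7044 for infection under PAC and 0 for the interaction. Lists ranged from 23 to 25, 7 to 15, 10 to 17, 21 to 26 and 8 to 14, the interferon medians from 0.27 to 0.45 and from 0.44 to 0.72, the correlation of infection effects from 0.94 to 0.96 and that of PAC effects from 0.039 to 0.27. Reversed values were Rnf43 in infection (0.02 with the B cell covariate); for PAC in uninfected mice, Gsdmc at 0 with voom and with the smooth muscle covariate, 0.05 in the shorter class and −0.12 to 0.01 on leaving out each library (0.01 without control 2), and Gsdmc4 at 0 with at least 1 CPM and with all 4 groups in 1 fit, 0.09 and 0.02 with the smooth muscle and B cell covariates, 0.07 in the shorter class and −0.09 to 0.05 on leaving out each library (above 0 without control 2, 5 or 6 or PAC 3, 4, 6 or 8); and Fosb for PAC in infected mice, 0.04 with voom and 0.3 in the longer class. For all of these the cause was not tested. Depth limits folds against groups with 10 counts or fewer, those of Trpv6, Cyp2c69, Fcer1a and Ifng in infection, of Trpv6, Cyp2c69, Cyp4f15, F10 and Ifng in infection under PAC and of Gm1987, whose counting intervals are given with the values.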

Other observations

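Across the 13 infected libraries, other gene groups varied with mast cell transcripts. These relations were chosen after the data had been seen. Mast cell list means followed tuft cell genes, markers of the epithelial cells that sense parasites, with r = 0.86 (permutation p = 4.1e-04, adjusted 0.0025) and Spearman rho 0.81 (permutation p = 0.0014, adjusted 0.0073). They followed smooth muscle genes with r = 0.74 (permutation p = 0.0019, adjusted 0.0057) and rho 0.78 (permutation p = 0.0024, adjusted 0.0073). Within the longer class (n = 7) r was 0.9 and 0.89, within the shorter (n = 6) 0.99 and 0.88, and without Tm 5 and PAC_Tm 3 it was 0.93 and 0.75. Smooth muscle was not regressed out of the tuft cell relation. Whether mast cells or other leukocytes also express genes of the tuft cell list was not examined. For type I interferon genes r was −0.56 (permutation p = 0.046, adjusted 0.055) and rho −0.62 (permutation p = 0.027, adjusted 0.04), with −0.47 and −0.63 by class. It was weaker, at −0.38, without the pair of libraries, so the size of r depends in part on them. For proliferation genes r and rho were −0.57 (permutation p = 0.042 and 0.047, adjusted 0.055 and 0.057), with −0.37 and −0.81 by class and −0.74 without the pair. For colonocyte genes r was −0.46 (permutation p = 0.11) and rho −0.36 (permutation p = 0.22), with −0.1 and −0.84 by class and 0.04 without the pair. With the interferon gamma-induced list these form a family of 6 relations, over which p was adjusted.

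In the comparison of infected mice, Irgm1 had an unadjusted p of 0.031 in edgeR and 0.024 in DESeq2. Those are higher than the limit quoted from the study above.

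Of 14819 genes, 2648 were higher and 2443 lower in the libraries of the shorter length class, a division that the labels do not give.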
